A study of Drosophila melanogaster with 6 samples.

How the data were processed

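The study measured RNA in single cells of the first tarsal segment of Drosophila melanogaster pupal forelegs, in 6 libraries that each make up a group of their own: 12 h and 24 h females and 12 h, 16 h, 20 h and 36 h males. Because the lowest count of libraries per group is 1, no test between groups, standard error between animals or count of changed genes was computed. The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and cell, made by the authors with Cell Ranger 7.0.0 per the file headers. The genome build is not given in the sources used here, and no coordinates were used. All 6 libraries share 1 list of 16496 features, of which 16447 carry an identifier in the gene name table. 2 further matrices, from 24 h and 30 h males per the series description, were reprocessed by the authors from an earlier study, match no sample in the labels and were not used.

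Cells were kept with at least 500 genes and at most 10% of UMIs from mitochondrial genes, after which the cells with the highest Scrublet scores were removed as doublets, at 0.8% per 1000 cells. In library order (12 h female, 12 h male, 16 h male, 20 h male, 24 h female, 36 h male), 35, 188, 154, 1329, 0 and 502 barcodes were under the gene minimum, 98, 204, 28, 122, 70 and 48 were over the mitochondrial maximum, and 1129, 1085, 1118, 901, 1552 and 1051 were removed as doublets. The retained cells had median gene numbers of 1909, 1979, 1190, 1754, 2125 and 1577. A level of 0 was read against a floor of 3 counts, which is 0.0239, 0.0233, 0.0507, 0.0288, 0.0194 and 0.0290 CPM, the customary scaling of counts by the total UMIs of the cells summed.

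Each library was clustered alone, from 2000 variable genes, 30 principal components and 15 neighbours, with Leiden resolution 1. Clusters were named from marker lists of 11 cell classes fixed before the data were examined, since the authors' cell types were not used here. A marker counted when found in at least 10% of a cluster's cells and at least 2-fold above the other cells, with 10 CPM added. Any class but epithelium needed 3 markers. A remaining cluster was called epithelium-like when at least 6 epithelium markers had a log2 fold of -1 or more in at least 10% of cells. Clusters stayed unnamed when another class led the top 10 genes, when they held fewer than 10 cells, or when their median UMI count was under the library median divided by 3 with none of the class's markers on top. The minimum of 10 cells was set after the clusters were seen. So was a rule that keeps clusters with 3 sensory markers out of the epithelium-like class, which left out 256 cells of the 20 h male (2.64%) and 37 of the 24 h female (0.299%). A marker fold of 1.5 was also tried and would rename 4.83%, 6.33%, 0%, 2.64%, 4.10% and 2.06% of cells in library order. A joint clustering of all libraries, each centred first, was named library by library after naming on pooled cells had been tried.

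Levels are UMIs summed over cells, as CPM, with exact Poisson intervals. Shares of UMIs have exact Poisson intervals too, and shares of cells have exact Clopper-Pearson intervals. Ratios of sums have exact conditional binomial intervals. All are at 95% and for counting error only. The 6 gene lists held 68 genes (oxidative phosphorylation, OXPHOS), 12 (glycolysis), 12 (tricarboxylic acid cycle), 20 (cell cycle), 12 (ecdysone response) and 92 (cytosolic ribosomal proteins). The median log2 ratio of a list, over genes with at least 20 UMIs, was placed among 10000 random lists drawn from the same 20 expression bins. Genes were named by a rule fixed before the data were examined. It covers the sex check genes, dsx, Scr, the markers and a set of bristle genes, and in each comparison over all cells (12 h male with 12 h female, 36 h male with 12 h male, 24 h female with 12 h female) the 5 genes with the largest log2 ratio in each direction, among those with at least 200 UMIs in the higher library, with mitochondrial and rRNA genes left out. For the genes named by size, 0.5 counts were added to both counts in the ranking and in the printed log2 ratio, while their intervals rest on the counts alone. The rule also covered 36 h against 20 h male shaft-like cells, which could not be compared. Genes named beside clusters in the closing section and the immune-led clusters were singled out after their values were seen.

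The comparisons were the 12 h male with the 12 h female, the 16 h, 20 h and 36 h males with the 12 h male, the 24 h female with the 12 h female, and cells with at least 1 dsx UMI with cells of the same class and library that had none. The last were paired on total UMIs within 2%. A tolerance of 10% was run first and replaced after the matched medians were seen to differ, and it is kept as an alternative. Cells with at least 3 UMIs of roX1 and 3 of roX2 were counted by a rule set after the roX levels were seen. Shares of cells with a dsx UMI are given also after thinning each cell to 2000 UMIs, which leaves out 1279, 2060, 1125, 1325, 0 and 565 shallower cells, and beside hemocyte-like cells as the background class.

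The alternatives were a minimum of 250 or 1000 genes, a mitochondrial maximum of 20%, no doublet removal, Leiden resolution 2, joint clustering, TMM scaling of the summed counts (trims of 30% and 5%), thinning to 2000 UMIs, no matching on depth, at least 2 dsx UMIs, and a minimum of 50 UMIs for named genes. Another 4, named in the closing section, were added after the data were seen. The methods were tested on simulated data with 8981 genes, 200 of them changed. The intervals held the true ratio in 95.1% of unchanged and 98.5% of changed genes, all 200 changed genes had the right direction, 3 of 100 unchanged lists fell outside percentiles 2.5 to 97.5, and 20 of 20 lists raised by 0.5 on the log2 scale lay above. The simulated counts were independent Poisson draws from the pooled profile of the 12 h male and 12 h female libraries. They held no variation between animals or cells and no genes that change together. These rates therefore check the computation, and do not show how often real lists of genes that change together reach such percentiles. The TMM factor equalled that of edgeR. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.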

Results

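Single-cell transcriptomes of the first tarsal segment of the pupal foreleg of Drosophila melanogaster were measured with a droplet method that tags each RNA molecule with a unique molecular identifier (UMI). The male sex comb, a row of thick, rotated bristle shafts, forms on this segment, and females lack it. The 6 libraries comprised 12 h and 24 h females and 12 h, 16 h, 20 h and 36 h males, with hours counted from puparium formation. By the labels, the 12 h, 20 h and 36 h pupae carried a GAL4 driver under control of the sex-determination gene doublesex (dsx) with a UAS-mCherry reporter, the 16 h pupae the same driver with a UAS-GFP reporter, and the 24 h female pupae came from the inbred strain RAL-517. Every combination of sex and age was 1 library, so there are no replicates. Every interval below covers counting error at the 95% level only, and each value describes its library.

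The matrices held 12000 barcodes per library, and 13998 for the 24 h female. After filtering, 64510 cells remained: 10750 for the 12 h female, 10561 for the 12 h male, 10702 for the 16 h male, 9709 for the 20 h male, 12376 for the 24 h female and 10412 for the 36 h male. In that order, the median UMIs per retained cell were 10301.5, 11326, 5121, 10369, 12111.5 and 8274.5, and the retained cells held 125370104, 128646335, 59178364, 104209148, 154347143 and 103563869 UMIs. The 16 h male library was therefore the shallowest. A count of 0 allowed a level of up to 0.0194 CPM (UMI counts scaled to the customary common library total) in the 24 h female library and up to 0.0507 CPM in the 16 h male library, the ends of the range.

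The sex given in the labels was checked first, with genes that differ between the sexes in flies. The dosage compensation RNA roX1 (lncRNA:roX1, FBgn0019661) stood at 20.5 CPM in the 12 h female and 54.9 CPM in the 24 h female, and at 669, 621, 906 and 1228 CPM in the 12 h, 16 h, 20 h and 36 h males. For roX2 (lncRNA:roX2, FBgn0019660) the female values were 0.51 and 12.3 CPM, and the male values were 415, 1045, 1010 and 1140 CPM. Sxl (FBgn0264270) was higher in both female libraries, at 320 and 301 CPM, than in the males, at 128, 110, 172 and 220 CPM. The level of msl-2 (FBgn0005616) was 3.32 CPM in the 12 h female and 10.8 CPM in the 12 h male (log2 ratio 1.71, 1.55 to 1.87), but the 36 h male, at 4.75 CPM (4.34 to 5.19), overlapped the 24 h female, at 4.44 CPM (4.12 to 4.79). The roX1 log2 ratio between the 12 h libraries was 5.03 (4.97 to 5.08) and moved most, to 5.22, when every cell was thinned to 2000 UMIs. In the 24 h female library, 270 of 12376 cells (2.18%, exact binomial interval 1.93 to 2.45%) held at least 3 UMIs of roX1 and at least 3 of roX2. In the 12 h female library 0 of 10750 cells did, with an exact binomial upper bound of 0.0343%. The same share was between 48.0% and 90.6% in the male libraries.

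**Figure D1:**
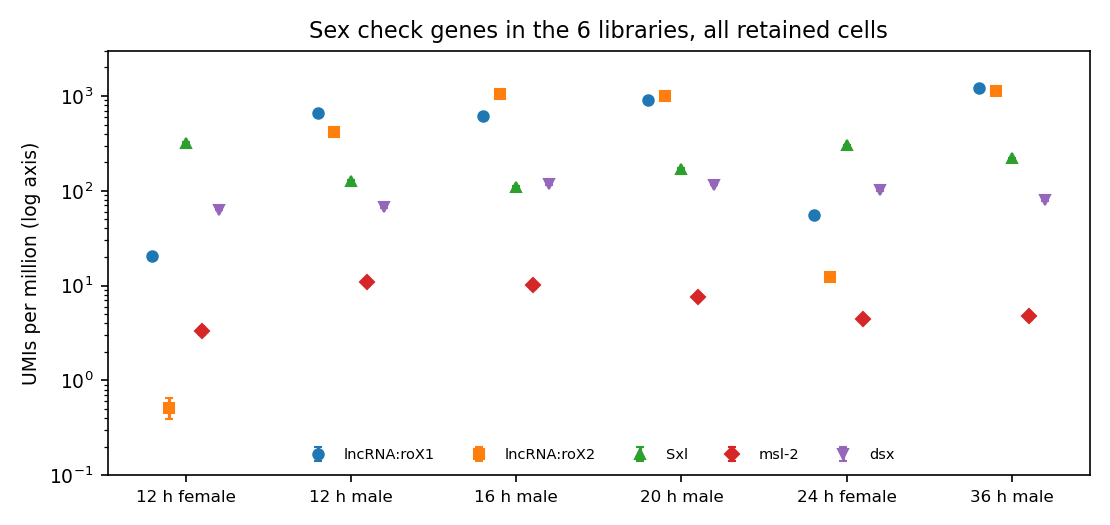
Level of the sex check genes in each of the 6 libraries, as CPM over all retained cells on a log axis, with exact Poisson 95% intervals that are mostly smaller than the symbols. The roX genes are lowest in the 12 h female library (20.5 and 0.51 CPM), intermediate in the 24 h female library (54.9 and 12.3 CPM) and at 415 CPM or more in every male library.

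The reporter transcripts followed the genotypes in the labels. mCherry stood at 105 CPM in the 12 h female, 175 CPM in the 12 h male, 234 CPM in the 20 h male and 247 CPM in the 36 h male, and had 0 UMIs in the 16 h male and 24 h female libraries. GFP had 0 UMIs in all libraries but the 16 h male, where it reached 52.0 CPM (50.2 to 53.9). GAL4 stood between 2.74 and 6.44 CPM in the 5 driver libraries and had 0 UMIs in the 24 h female library, with an exact Poisson upper bound of 0.0239 CPM. Over all retained cells, dsx (FBgn0000504) stood at 63.4 CPM in the 12 h female, 67.3 CPM in the 12 h male, 118 CPM in the 16 h male, 116 CPM in the 20 h male, 101 CPM in the 24 h female and 79.5 CPM in the 36 h male. The homeotic gene Scr (FBgn0003339), which is active in the foreleg, stood in the same order at 186, 202, 273, 272, 270 and 175 CPM.

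Clusters were named only from fixed marker genes, and a name followed by "-like" marks such a rebuilt class. Epithelium-like cells were the largest named class in each library, with 51.2% of cells in the 12 h female, 40.7% in the 12 h male, 52.4% in the 16 h male, 56.0% in the 20 h male, 67.0% in the 24 h female and 60.1% in the 36 h male. The 12 h female value moved most with the gene filter, to 70.9% when cells needed at least 1000 genes. Socket-like cells, the bristle cells that surround the shaft, made up between 2.46% (20 h male) and 5.90% (16 h male). Shaft-like cells were named in 2 libraries, with 388 cells (3.14%, 2.84 to 3.46%) in the 24 h female and 320 cells (3.07%, 2.75 to 3.42%) in the 36 h male. A further 36 h male cluster of 409 cells (3.93%) stayed unnamed because the shaft marker sha was among its leading genes, and it had only 1 shaft marker past the limits of the naming rule. The unnamed share was 29.9%, 38.0%, 26.8%, 27.2%, 18.2% and 18.8% in library order. Clusters of low UMI count held 25.2% of the 12 h male cells and 14.9% of the 12 h female cells, so the epithelium-like shares at 12 h rest partly on how many shallow cells stayed unnamed. Immune genes (Dro and AttA) led an epithelium-like cluster in 3 libraries, with 263 cells (2.45%) in the 12 h female, 21 cells (0.196%) in the 16 h male and 134 cells (1.38%) in the 20 h male.

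The sexes were compared at 12 h, where the labels give both libraries the same genotype. The shares of UMIs in genes of oxidative phosphorylation (OXPHOS), glycolysis, the tricarboxylic acid (TCA) cycle, the cell cycle, the ecdysone response and the cytosolic ribosomal proteins were set side by side, since the series title names energy metabolism and developmental tempo. The OXPHOS share was 1.60% in the male and 1.58% in the female library. The list median of 0.08 lay at percentile 96.9 of 10000 random lists matched on expression. The log2 ratio of the summed share, 0.02 (0.01 to 0.02), changed sign, to -0.01, when every cell was thinned to 2000 UMIs, and moved most under TMM scaling, to 0.05. Glycolysis stood at 0.182% and 0.184% (log2 -0.02; percentile 31.7), and its sign changed under TMM scaling (0.02). The TCA cycle share was higher in the male, at 0.0802% against 0.0712% (log2 0.17, 0.16 to 0.18), with a list median at percentile 81.7. The cell cycle share was 0.219% in the male and 0.170% in the female (log2 0.36, 0.36 to 0.37), and the list median of 0.48 lay above all 10000 random lists. The ecdysone response share was lower in the male, at 0.269% against 0.326% (log2 -0.28, -0.29 to -0.27; percentile 0.14). Ribosomal protein genes took 31.9% and 32.7% of UMIs (log2 -0.04; percentile 15.3).

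Within classes, the cell cycle list was higher in the male by log2 0.41 (0.40 to 0.42) in epithelium-like, 0.29 in glia-like, 0.30 in hemocyte-like, 0.11 in muscle-like, 0.40 in neuron-like and 0.37 in sensory precursor-like cells, while in socket-like cells the ratio was -0.04 (-0.08 to -0.00257) and changed sign under 4 alternatives, up to 0.15 without doublet removal. In hemocyte-like cells the list median, -0.11, had the opposite sign to the summed share. The ecdysone response list was lower in the male in each of the 7 classes, from -0.49 (-0.52 to -0.46) in socket-like to -0.05 in muscle-like cells, although the hemocyte-like value changed sign under TMM scaling and under thinning. OXPHOS ratios ran from -0.30 in muscle-like to 0.07 in socket-like cells and changed sign under at least 1 alternative in all classes but muscle-like and glia-like cells. The log2 TMM factor of epithelium-like cells, which is subtracted from every ratio, was -0.14, enough to turn the OXPHOS ratio there from -0.02 to 0.12. Of the classes, 81.2% of epithelium-like and 79.0% of socket-like cells were shared between the 12 h libraries in a joint clustering. Joint clusters 12, 10, 16 and 7 held most epithelium-like cells and joint cluster 13 most socket-like cells of both.

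The dsx level differed most between the sexes in socket-like cells. There it was 86.6 CPM (80.4 to 93.0) in the 12 h male and 21.9 CPM (18.3 to 26.0) in the 12 h female (log2 1.98, 1.71 to 2.26). Hemocyte-like cells, which should lack dsx, stood at 7.29 CPM in the male and 19.5 CPM (15.4 to 24.4) in the female. The female socket-like level overlapped that of hemocyte-like cells of the library, but lay above glia-like (7.403 CPM, 4.39 to 11.7) and sensory precursor-like cells (9.49 CPM, 6.84 to 12.8). The male level lay above all 3 classes of its library. In cells thinned to 2000 UMIs, a dsx UMI was found in 11.6% (8.86 to 14.8%) of male and 4.39% (2.58 to 6.94%) of female socket-like cells, beside 2.10% and 4.91% of hemocyte-like cells. Without thinning these shares were 43.1%, 18.3%, 10.5% and 10.6%, at median depths of 16113, 12630, 13808 and 3854 UMIs. In epithelium-like cells the dsx log2 ratio was 0.21 (0.16 to 0.27), and over all cells it was 0.09 (0.04 to 0.13) and -0.00283 in thinned cells. Scr was lower in male than in female socket-like cells (log2 -0.37, -0.49 to -0.24) and higher in male epithelium-like cells (log2 0.23, 0.20 to 0.26).

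By the fixed rule, the genes with the largest 12 h ratios toward the male were roX2 (log2 9.66, 9.32 to 10.05), asRNA:CR45009 (5.60), roX1 (5.03), CG2444 (4.06) and CG13856 (2.65). Toward the female they were CG14191 (-6.50, -7.00 to -6.06), D (-4.55), Dro (-4.50), Abd-B (-4.48) and Oaz (-4.37). Dro and CG14191 are among the genes that lead the immune-led epithelium-like cluster of the 12 h female library. With a minimum of 50 UMIs in place of 200, 5 of these 10 genes stayed among those named. asRNA:CR45009 is an antisense gene and the counting is not stated to use strand, so its value is uncertain.

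The male time course asks how the same quantities change from 12 h to 36 h. Against the 12 h male library, the log2 TMM factors, which that scaling subtracts from every ratio, were 0.07, -0.08 and 0.14 at 16 h, 20 h and 36 h, and the median gene stood at -0.11, -0.35 and -0.23. The OXPHOS share fell from 1.60% at 12 h to 1.43% at 16 h, 1.29% at 20 h and 1.01% at 36 h, with log2 ratios of -0.16, -0.32 and -0.67 (-0.675 to -0.668 at 36 h). Relative to the random lists, the OXPHOS median was at percentile 63.6 at 16 h, 0.03 at 20 h and 0 at 36 h, so the fall at 16 h was no larger than that of other genes of the same expression. The 36 h ratio moved most under TMM scaling, to -0.81. Glycolysis fell further, from 0.182% to 0.121%, 0.0951% and 0.0611%, with log2 ratios of -0.59, -0.93 and -1.57 and percentiles of 3.76, 0.26 and 0.32. The cell cycle share went from 0.219% to 0.137%, 0.0893% and 0.0374% (log2 -0.68, -1.29 and -2.55), below all random lists at each age. The TCA cycle ratios were -0.24, -0.54 and -0.80, at percentiles of 27.5, 11.7 and 6.47. Ribosomal protein genes took 40.0% of UMIs at 16 h and 35.8% at 20 h, above the 31.9% at 12 h, and 28.1% at 36 h. The ecdysone response ratios were -0.27, 0.17 and 0.06, with list medians of 0.29, 0.77 and 0.38 at percentiles of 97.1, 99.95 and 89.9. The median thus lay above the ratio of the summed share at each age and had the opposite sign at 16 h, and the 36 h ratio changed sign under TMM scaling (-0.08) and thinning (-0.07). The 16 h library carries the GFP reporter and has the fewest UMIs, and the 36 h tissue was dissociated for longer by the labels, so age is confounded with both.

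**Figure D2:**
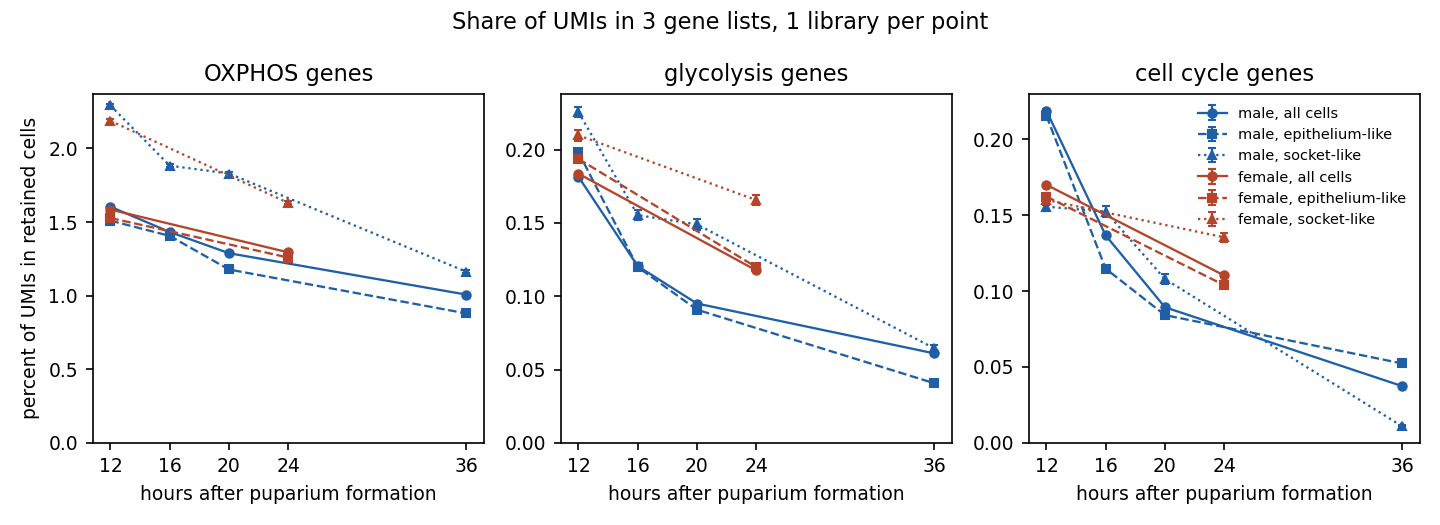
Share of UMIs, in percent, taken by genes of oxidative phosphorylation, glycolysis and the cell cycle against hours after puparium formation, for all retained, epithelium-like and socket-like cells of male (blue) and female (red) libraries, with exact Poisson 95% intervals. Each point is 1 library, and over all cells the male OXPHOS share goes from 1.60% at 12 h to 1.01% at 36 h and the female share from 1.58% at 12 h to 1.29% at 24 h.

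Within classes, the 36 h against 12 h male ratios of OXPHOS were -0.78 (-0.78 to -0.77) in epithelium-like and -0.98 (-0.99 to -0.97) in socket-like cells, and those of glycolysis were -2.28 and -1.81. Ecdysone response ratios parted between the classes, at -0.62 in epithelium-like and 0.48 in socket-like cells. The median gene of the list stood at -0.04 in epithelium-like cells (percentile 62.9), so the typical gene of the list did not fall beyond matched genes there. The classes were not held by the same joint clusters at these ages: 2.40% of epithelium-like cells and 0% of socket-like cells were shared between the 12 h and 36 h males. At 12 h male epithelium-like cells lay mostly in joint clusters 16, 12, 10 and 7 and socket-like cells in joint cluster 13, and at 36 h in joint clusters 31, 27 and 29 and in joint cluster 35. In socket-like cells dsx was 115 CPM (105 to 127) at 20 h and 69.3 CPM (62.8 to 76.3) at 36 h, where a cluster of 36 of the 363 cells held 194 of the 412 dsx UMIs (166 CPM), and the 20 h against 12 h ratio of 0.41 changed sign under Leiden resolution 2 (-0.10) and thinning (-0.31).

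Most of the genes of the bristle shaft and socket were highest at 36 h, though some had risen by 16 h. Over all cells, the 36 h against 12 h male log2 ratios were 7.56 for f, 7.43 for sha, 6.86 for m, 6.44 for jv, 5.44 for dyl, 3.33 for Sox15, 1.57 for Su(H) and 1.25 for sn, and -0.16 for sv. At 16 h the ratios to the 12 h male were 1.98 for sha, 1.31 for Sox15 (1.05 to 1.58) and 1.14 for dyl, but -0.47 for sn. The 16 h intervals of m and Su(H) spanned both signs. At 20 h the ratios were 4.01 for sha (3.68 to 4.39), 2.98 for f, 2.15 for jv and 1.76 for dyl. They were 0.84 for Sox15 and 0.32 for m (0.00396 to 0.64). The f level went from 1.38 CPM (1.18 to 1.59) at 12 h to 4.16 CPM at 16 h, 10.9 CPM at 20 h and 260 CPM (256 to 263) at 36 h. All these values are over all cells, so a rise need not lie in bristle cells. In the larger 36 h shaft-like cluster (301 cells), f, jv and dyl exceeded the other cells by log2 folds of 3.38, 4.09 and 3.41. The fold of sha was -1.36 there and 0.28 in the larger socket-like cluster (327 cells).

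The rule named Osi21, Osi8, Cpr49Aa, CG7214 and Osi22 as the largest rises from the 12 h to the 36 h male. Osi21 had 425480 UMIs at 36 h and 1 at 12 h (log2 18.43, 16.53 to 24.32), and Osi8 had 329129 and 27 (log2 13.86, 13.35 to 14.49). Cpr49Aa (log2 13.19, 11.29 to 19.08), CG7214 (log2 13.08, 11.19 to 18.97) and Osi22 (log2 13.01, 11.48 to 16.38) had 2 UMIs or fewer at 12 h. The Osi genes form a family, and how reads shared between its members were counted is not given in the sources used here. The largest falls were AttD, CG1850, CG15213, CG11852 and Act57B. CG1850 went from 10089 to 3.52 CPM (log2 -11.48, -11.64 to -11.34), CG15213 from 15074 to 5.68 CPM (log2 -11.37) and CG11852 from 5895 to 2.36 CPM (log2 -11.29). AttD and Act57B had 0 UMIs at 36 h against 79.3 and 8.42 CPM at 12 h, which is at least 2739-fold lower and at least 291-fold lower against a floor of 3 counts in the 36 h library. The same 10 genes were named at a minimum of 50 UMIs.

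The 24 h and 12 h female libraries differ in genotype as well as age, and the 24 h library holds the cells with roX UMIs described above. OXPHOS fell from 1.58% to 1.29% (log2 -0.29, -0.30 to -0.29; percentile 0.10), moving most when every cell was thinned to 2000 UMIs, to -0.286. Glycolysis fell from 0.184% to 0.118% (log2 -0.64; percentile 0.25) and the cell cycle share from 0.170% to 0.110% (log2 -0.62), below all random lists. The TCA cycle share rose from 0.0712% to 0.0807% (log2 0.18; percentile 82.5), the ecdysone response went from 0.326% to 0.318% (log2 -0.04; percentile 11.6) and ribosomal protein genes went from 32.7% to 31.3% (log2 -0.06; percentile 0.94). In epithelium-like and socket-like cells the OXPHOS ratios were -0.28 and -0.42, with 18.9% and 3.29% of cells in shared joint clusters. The 24 h epithelium-like cells lay mostly in joint clusters 5, 9, 4 and 2 and the socket-like cells in joint cluster 24, against 12, 10, 16 and 7 and joint cluster 13 at 12 h. The named rises were asRNA:CR46487 (log2 10.64, 9.63 to 12.20; an antisense gene, uncertain because the counting is not stated to use strand), CG5111, CG5107, Spn100A (461 against 1.80 CPM) and CG6300 (1 UMI at 12 h, log2 7.74, 5.83 to 13.63). CG5111 and CG5107 had 0 UMIs at 12 h, so they were at least 121-fold higher and at least 64.7-fold higher against the floor of 3 counts. The named falls were mCherry, AttD (1 UMI at 24 h, log2 -14.05, -19.94 to -12.16), Ccp84Aa, CG43773 and CG42792 (log2 -10.13). At 24 h mCherry, Ccp84Aa and CG43773 had 0 UMIs, at least 5394-fold, 975-fold and 197-fold lower, and mCherry is a transgene of the 12 h genotype. At a minimum of 50 UMIs, 9 of these 10 genes were named.

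The question behind the series concerns the sex comb, whose teeth are bristle shafts of dsx-expressing cells. Within each library, cells with a dsx UMI were therefore compared with cells of the same class that had none and the same depth within 2%. In epithelium-like cells the OXPHOS share was lower in the dsx-detected cells of each library, with log2 ratios of -0.11 (12 h female), -0.12 (12 h male), -0.10 (16 h male), -0.05 (20 h male), -0.07 (24 h female) and -0.07 (36 h male), each below all random lists. Shaft-like cells could be compared in 2 libraries. In the 36 h male, 81 pairs gave an OXPHOS share of 1.06% (1.05 to 1.08%) with dsx and 0.9399% (0.928 to 0.952%) without (log2 0.18, 0.15 to 0.20), above all random lists. In the 24 h female, 99 pairs gave 1.60% (1.58 to 1.62%) with dsx and 1.67% (1.65 to 1.69%) without (log2 -0.06, -0.08 to -0.04; percentile 0.01). Of the alternatives, splitting the 36 h cells by mCherry UMIs in place of dsx moved the ratio most, to 0.42. The ribosomal protein ratio was 0.06 in the 36 h male and -0.03 in the 24 h female, and the former changed sign under TMM scaling (-0.02) and under the mCherry split (-0.00951). The glycolysis ratio was 0.02 (-0.05 to 0.10) at 36 h, not detectable at this depth, and -0.14 (-0.21 to -0.06) in the 24 h female. The 36 h TCA cycle ratio was 0.20 (0.07 to 0.34; percentile 91.1).

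**Figure D3:**
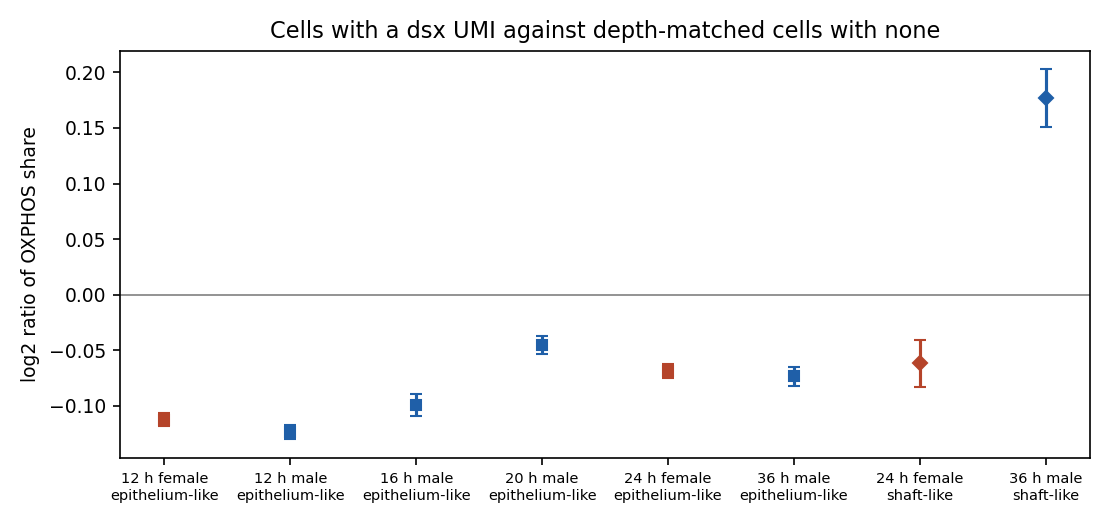
Log2 ratio of the OXPHOS share of UMIs, cells with a dsx UMI against depth-matched cells of the same class with none, in each library where the class was named (blue, male; red, female; squares, epithelium-like; diamonds, shaft-like), with exact binomial 95% intervals. The epithelium-like ratios lie between -0.12 and -0.05, and the shaft-like ratios are -0.06 in the 24 h female and 0.18 in the 36 h male.

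Detection of dsx had to be weighed against free RNA. Thinned to 2000 UMIs, 10.7% (7.47 to 14.67%) of shaft-like cells of the 36 h male held a dsx UMI, beside 4.82% (2.72 to 7.83%) of its hemocyte-like cells, and dsx stood at 68.6 CPM (63.6 to 73.9) and 20.1 CPM (15.3 to 26.0). Unthinned, the shares were 67.5% and 15.4%, at median depths of 29486 and 8348 UMIs. In the 24 h female library the thinned shares were 3.61% (1.99 to 5.98%) in shaft-like and 3.44% (2.05 to 5.37%) in hemocyte-like cells, 29.6% and 18.9% unthinned at median depths of 20284.5 and 14379.5 UMIs, and dsx stood at 26.4 CPM (23.0 to 30.1) and 16.9 CPM (14.1 to 20.0). The thinned share of the 24 h female shaft-like cells is therefore at the level of hemocyte-like cells, while their CPM lies above that of hemocyte-like and glia-like cells (7.59 CPM, 4.15 to 12.7), so how far the split of those cells by dsx rests on background UMIs is open. Scr was higher in dsx-detected epithelium-like cells of each library, with log2 ratios from 0.24 (24 h female) to 0.49 (36 h male). In dsx-detected shaft-like cells it was lower, by -0.39 (-0.58 to -0.21) in the 24 h female and -0.37 (-0.69 to -0.05) in the 36 h male, where the mCherry split gave 0.26. The comparison of shaft-like cells between the 36 h and 20 h males could not be made, because no cluster of the 20 h male was named shaft-like. A cluster of 256 cells there (2.64%), with sv raised by a log2 fold of 2.63 and sha by 2.38, stayed unnamed with too few markers, so the absence holds for the naming rule used. With the marker limit lowered to 1.5-fold it was named socket-like. Its folds of f, jv and dyl were 0.62, 0.05 and -0.09. Another 20 h cluster, of 721 cells with a median of 1199 UMIs, stayed unnamed for its low UMI count. There the log2 folds were 2.24 for sv, 2.56 for f, 1.71 for jv, 2.86 for dyl and 0.91 for sha. A dsx UMI was found in 44.8% of those cells, so 20 h cells with raised shaft genes were present but shallow.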

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

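Among the tests in this part, those of RNA mixed in from epithelium-like cells, of depth within pairs, of the larger shaft-like cluster alone, of a split by mCherry, and the pooled and both-abundant versions of the stage test were chosen only after the result was seen.

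The ratio of dsx-detected to depth-matched shaft-like cells had opposite signs in the 2 libraries with such cells. For the OXPHOS list the log2 ratio was -0.0616 (-0.0828 to -0.0404) in the 24 h female and 0.177 (0.151 to 0.203) in the 36 h male. For cytosolic ribosomal proteins it was -0.0340 (-0.0382 to -0.0297) and 0.0611 (0.0561 to 0.0661). Each group is 1 library, so the difference between them was not tested, and sex, age and genotype differ together between them. The ribosomal protein ratio of the 36 h male was -0.0151 under TMM scaling and -0.00951 when cells were split by mCherry, so its sign depends on the scaling and on the split. The median of that list lay at percentile 99.85 of the random lists in the 36 h male and 1.86 in the 24 h female. TMM moves every gene by 1 shift, so it leaves these ranks as they are. In the 24 h female, dsx was detected in thinned shaft-like cells at the level of hemocyte-like cells (3.61% against 3.44%), while by CPM shaft-like cells (26.4, 23.0 to 30.1) lay above hemocyte-like (16.9, 14.1 to 20.0) and glia-like cells (7.59, 4.15 to 12.7), so how far that ratio rests on background UMIs is open.

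For the 36 h male OXPHOS ratio, several technical explanations were tested. A second shaft-like cluster is not its source, because the ratio was 0.15 (0.13 to 0.18, 80 pairs) within the larger cluster. A depth difference left after matching would give opposite signs where the dsx-detected cell is the deeper of its pair and where it is not. The ratio was 0.10 (0.0530 to 0.15) in the 22 pairs of the first kind and 0.21 (0.18 to 0.24) in the other 59. A first test, by thinning, was dropped because thinning leaves expected shares as they are. Mixing with RNA of epithelium-like cells would lower the share, since those cells have 0.879% OXPHOS UMIs (0.877 to 0.882%) against 0.9399% in shaft-like cells without dsx. Mixing with RNA of other classes was not tested. A cluster of 36 socket-like cells of that library had 1.45% OXPHOS UMIs (1.43 to 1.48%) and dsx at 166 CPM, so its RNA would raise the share.

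An earlier stage of shaft growth in the dsx-detected cells remains a candidate explanation. Genes highest in 24 h female relative to 36 h male shaft-like cells exceeded those highest at 36 h by a median log2 ratio of 0.49 (percentile 99.97), but only 11 early genes had enough UMIs, against 100 late ones. Pooled, the early genes gave 0.27 (0.11 to 0.43) and the late ones -0.34, but the median of the late genes was only -0.04, so the pooled fall may rest on the more abundant of them. With 100 genes abundant in both sets of cells on each side, the difference was 0.15 (percentile 99.77). The early and late sets differ in sex and genotype as well as age, so stage is not isolated by them. The random sets behind these percentiles were not matched on expression. A difference in metabolism of dsx-expressing shaft cells that does not follow stage stays open, as does an effect of sex, age or strain, none of which was tested.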

How the results depend on the processing

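Alternatives chosen only after the data were seen were leaving out the 24 h female cells with roX UMIs, the larger shaft-like cluster alone and the split by mCherry; matching within 10% was the first setting run, and the 2% used throughout replaced it after the matched medians were seen. The rest were chosen before the data were examined. No pairing of libraries was possible because each group is 1 library. The depth-matched pairs of cells were summed before each ratio was taken, so those intervals leave out the spread between pairs. All ratios below are log2, and unless a sentence says otherwise the cause of a change was not tested.

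Of 279 log2 ratios with an interval off 0, 34 changed sign under at least 1 alternative, and the largest of these ratios was 0.42 in size. Of the 66 values with a changed sign, 42 were lists within a class at 12 h. Over its alternatives, the 36 h to 12 h male OXPHOS ratio stayed between -0.81 and -0.67, the 24 h to 12 h female one between -0.30 and -0.29, and the dsx-detected shaft-like one between -0.12 and -0.05 in the 24 h female and between 0.10 and 0.42 in the 36 h male. Among log2 ratios with an interval off 0, signs changed in 6 of 279 at a minimum of 250 genes, 6 of 250 at 1000 genes, 1 of 273 at 20% mitochondrial UMIs and 7 of 279 without doublet removal. They changed in 5 of 151 at Leiden resolution 2, 6 of 146 under joint clustering, 13 of 279 under TMM, 14 of 233 under thinning, 3 of 46 without depth matching, 1 of 46 at 2 dsx UMIs and 4 of 29 under the mCherry split. They changed in 0 of 47 without roX cells, 0 of 46 at 10% matching and 0 of 10 in the larger shaft-like cluster, where those of the 24 h female could not change because that library has only 1 such cluster. The minimum of 50 UMIs was applied only to the naming of genes and holds no log2 ratio.

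The 12 h female epithelium-like share, 51.2%, became 49.97% at 250 genes, 70.9% at 1000 genes, 49.3% at 20% mitochondrial UMIs, 49.97% without doublet removal, 45.6% at Leiden resolution 2 and 56.6% jointly. The 12 h male share, 40.7%, became 44.4% at 1000 genes, 44.5% at 20% mitochondrial UMIs, 45.02% without doublet removal, 38.8% at Leiden resolution 2 and 45.4% jointly. The 12 h OXPHOS ratio, 0.0175, became 0.0255 at 1000 genes, 0.0528 under TMM and -0.0121 when thinned. roX1 became 5.22 when thinned.

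The 36 h to 12 h male OXPHOS ratio, -0.67, became -0.680 at 1000 genes, -0.812 under TMM and -0.701 thinned, and glycolysis, -1.57, became -1.71 under TMM and -1.74 thinned. OXPHOS in epithelium-like cells, -0.779, became -0.772 at 250 genes, -0.746 at 1000 genes, -0.735 at 20% mitochondrial UMIs, -0.773 both without doublet removal and at Leiden resolution 2, -0.771 jointly, -0.893 under TMM and -0.805 thinned. The 24 h to 12 h female OXPHOS ratio, -0.292, became -0.295 without doublet removal, -0.298 under TMM and -0.286 thinned.

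For dsx-detected cells, the OXPHOS ratio of 24 h female shaft-like cells became -0.0966 under TMM and -0.123 at 2 dsx UMIs, and had no value under joint clustering. That of 36 h male shaft-like cells became 0.10 under TMM, 0.377 without matching, 0.331 at 2 UMIs and 0.420 under the mCherry split; without matching, the dsx-detected cells are deeper by construction. That of 36 h male epithelium-like cells, -0.0735, became -0.0272 without matching, -0.125 at 2 UMIs, -0.0215 under the mCherry split and -0.0588 at 10% matching.

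Most sign changes were in the 12 h sex comparison within classes. At 250 genes, socket-like cell cycle became 0.0322, neuron-like OXPHOS 0.0659, and in sensory precursor-like cells OXPHOS became 0.0728, glycolysis 0.0635, the TCA cycle 0.0719 and ribosomal proteins 0.00363. At 1000 genes, epithelium-like OXPHOS became 0.0145, hemocyte-like glycolysis 0.0373, and sensory precursor-like OXPHOS, glycolysis and TCA cycle 0.0688, 0.0768 and 0.0525. At 20% mitochondrial UMIs, epithelium-like glycolysis became -0.0459. Without doublet removal, epithelium-like glycolysis became -0.000799, socket-like cell cycle 0.151, neuron-like OXPHOS 0.145, and sensory precursor-like OXPHOS, glycolysis, TCA cycle and ribosomal proteins 0.151, 0.123, 0.157 and 0.00912. At Leiden resolution 2, epithelium-like glycolysis became -0.0420, hemocyte-like OXPHOS and glycolysis 0.0167 and 0.169, and sensory precursor-like ribosomal proteins 0.00633. Jointly, epithelium-like OXPHOS became 0.00042, socket-like cell cycle 0.0446, hemocyte-like glycolysis 0.00194, and sensory precursor-like OXPHOS, glycolysis and TCA cycle 0.104, 0.0579 and 0.0912.

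Under TMM at 12 h, glycolysis over all cells became 0.0189, epithelium-like OXPHOS and ribosomal proteins 0.124 and 0.0830, socket-like cell cycle 0.0248, glia-like ribosomal proteins 0.0102, hemocyte-like ecdysone response 0.0827, and sensory precursor-like OXPHOS and ribosomal proteins 0.0355 and 0.109. TMM moves every gene of a comparison by 1 shift, so these signs changed because the ratios were smaller than the shift. Thinned at 12 h, dsx became -0.00283, jv 0.55, socket-like OXPHOS and glycolysis -0.00499 and -0.00660, glia-like glycolysis and ribosomal proteins 0.0459 and 0.0345, hemocyte-like ecdysone response 0.0579 and sensory precursor-like ribosomal proteins 0.0681.

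Elsewhere, the 20 h to 12 h male dsx ratio in socket-like cells became -0.0958 at Leiden resolution 2 and -0.314 thinned. For 36 h against 12 h males, the ecdysone response became -0.0760 under TMM and -0.0716 thinned, epithelium-like ribosomal proteins 0.000798 at 1000 genes and socket-like Scr 0.0882 thinned. For 24 h against 12 h females, msl-2 became -0.103 thinned, and ribosomal proteins became 0.0494 in epithelium-like cells under TMM and 0.0171 in socket-like cells thinned. Among dsx-detected cells, epithelium-like ribosomal protein ratios became 0.00702 (16 h male, 2 UMIs), -0.0210 (20 h male, TMM), -0.00457 (20 h male, no matching), 0.0107 (24 h female, no matching), 0.0142 (36 h male, no matching) and 0.0187 (36 h male, mCherry split). In 36 h male shaft-like cells the ecdysone response became -0.0106 under TMM and -0.142 under the mCherry split, ribosomal proteins -0.0151 and -0.00951, and Scr 0.26 under the mCherry split.

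Depth limits what these libraries can show. The 16 h male has a median of 5121 UMIs per cell and a floor of 0.0507 CPM, so low genes are lost there first, and thinning leaves out 2060 cells of the 12 h male and 0 of the 24 h female. The comparison of 36 h with 20 h male shaft-like cells, chosen before the data were examined, was not run, because no 20 h cluster was named shaft-like. A 20 h cluster of 256 cells had too few markers for a name, and with the marker limit lowered to 1.5-fold it became socket-like. Another, of 721 cells with sv, f, jv and dyl raised, stayed unnamed for its low UMI count.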

Other observations

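Of the tests in this part, those of Sxl, of the 12 h stage and of mCherry as free RNA were chosen before their results were seen; the others, and the versions of the stage test with other ages or without immune-led clusters, were chosen after.

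The 24 h female library held roX UMIs in a minority of cells. Spread evenly as free RNA, they would give 3.44 cells with at least 3 UMIs of each gene, and 270 were found, with 39.3% of the roX1 and 79.2% of the roX2 UMIs of the library. In these cells roX1 stood at 854 CPM and roX2 at 387 CPM, against 34.2 and 2.63 CPM in the others. Carry-over from an mCherry library is argued against by 0 mCherry UMIs in them, where 681 would be expected at the lowest male level, and from the GFP library by 0 GFP UMIs, where 203 would be expected. Sxl was lower in them than in depth-matched cells of the library, with a log2 ratio of -0.57 (-0.70 to -0.44, 270 pairs). This lies between the ratios of the 20 h male (-0.81) and 36 h male (-0.45) to that library. It is a smaller fall than that of the 12 h male against the 12 h female library (-1.32). Male cells without a reporter, from a leg sexed wrongly or from another library of that genotype, may therefore be part of this library. The series holds a reprocessed 24 h male data set of that genotype from an earlier study, which was not analysed here. The cells spread over classes much like the library, with 64.1% epithelium-like against 67.0%. Leaving them out changed the sign of 0 of 47 log2 ratios with an interval off 0.

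At 12 h the male library had a higher cell cycle share and a lower ecdysone response share than the female one. Another mix of the named classes is argued against as the only source, since the cell cycle ratio was 0.41 (0.40 to 0.42) within epithelium-like cells and 0.36 over all cells. In socket-like cells it was -0.04. A different mix inside the epithelium-like class was not excluded. Joint cluster 16 held 26.9% of the male and 15.4% of the female cells of that class. The 12 h males may have been at an earlier developmental stage than the 12 h females. The genes rising most from 16 h to 20 h had a median log2 ratio of -0.79 (95 genes) and those falling most 0.33 (97 genes), a difference of -1.12 (percentile 0). With genes changing from 20 h to 36 h the difference was -0.35 (percentile 0.07), and without the immune-led clusters it was -0.89. The 16 h library has another reporter and about 5121 UMIs per cell by the median, against 10369 at 20 h, so these sets do not isolate stage. The random sets behind the percentiles were not matched on expression. Staging of the animals and a real difference in tempo between the sexes predict the same values, and 1 library per sex does not separate them.

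mCherry UMIs were not spread evenly over classes as free RNA would be: in the 20 h male, epithelium-like exceeded hemocyte-like cells by a log2 ratio of 4.69 (4.15 to 5.29). Within epithelium-like cells they went with dsx, with a log2 ratio of at least 2.94 (2.85 to 3.03, the lowest of 4 libraries) in dsx-detected against matched cells. Between classes they did not always do so. In the 20 h male, glia-like cells had 133 CPM of mCherry and 12.5 CPM of dsx, against 8.65 and 20.8 CPM in hemocyte-like cells. At 36 h, neuron-like cells had more mCherry than epithelium-like ones (319 against 230 CPM) and less dsx (49.0 against 91.2 CPM). At 36 h, shaft-like cells had 11.0 CPM of mCherry, near the 7.64 CPM of hemocyte-like cells, against 672 CPM in socket-like and 230 CPM in epithelium-like cells. Of the 3993 socket-like mCherry UMIs, 2892 lay in a cluster of 36 of the 363 cells (2474 CPM), so the class value is carried by few cells. A lack of dsx is argued against by dsx CPM, which exceeded that of hemocyte-like cells by a log2 ratio of 1.77 (1.38 to 2.18). A first test, on thinned shares of cells (10.7% against 4.82%), had overlapping intervals and was replaced after its values were seen. Within shaft-like cells mCherry was still higher in dsx-detected than in matched cells, at 11.0 against 2.54 CPM (26 and 6 UMIs; log2 2.12, 0.81 to 3.69). Why the levels of mCherry and dsx part between classes was not tested, and the split of shaft-like cells by mCherry rests on few UMIs.

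In 3 small clusters of the 36 h male nearly every cell held a dsx UMI: 36 socket-like cells (97.2%), 46 unnamed cells led by sheath genes (97.8%) and 19 shaft-like cells (94.7%). Their dsx levels were 166, 144 and 147 CPM, against 91.2 CPM in epithelium-like cells. High UMI counts alone are argued against by the log2 ratios of these levels to that of epithelium-like cells. The lowest ratio was 0.65 (lower bound 0.46), and the lowest bound was 0.34, in the shaft-like cluster (ratio 0.69). Scr stood at 6.84, 12.1 and 9.92 CPM in them, far under the other cells. Whether they are chemosensory bristle cells cannot be told from Poxn, with 5 UMIs in 101 cells (log2 ratio to the other cells -1.11, -2.74 to 0.13). The clusters were picked after a wider search of clusters with at least 85% of cells with dsx had been undecided. By the same limits of 85% and 100 cells, the 24 h female had 1 cluster, with 37 unnamed cells (89.2%) and dsx at 96.3 CPM against 130 CPM in its epithelium-like cells (log2 ratio -0.44).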
